A study of Mus musculus with 7 samples.

How the data were processed

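RNA was sequenced from the retinal pigment epithelium (RPE), the pigmented cell layer behind the photoreceptors, of aged mice that had received an adeno-associated virus (AAV) vector carrying either GFP or the glutathione transferase GSTA4. Tissue was collected 12 weeks after treatment. The 7 libraries analysed comprised 3 labelled AAV-GFP and 4 labelled AAV-GSTA4. Polyadenylated RNA was converted to full-length cDNA with a low-input template-switching kit, amplified, and fragmented with a transposase, per the labels' protocols. No molecular identifiers are mentioned, so PCR copies of one molecule were counted separately and intervals and detection floors cover counting error only.

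The authors deposited a single table of raw read counts, with 1 row per gene symbol and 1 column per library, and its name names featureCounts as the counting tool. The aligner, the genome build, the annotation release, the strand setting and the handling of multi-mapping reads are not stated in the labels. For that reason no genomic coordinates are given. The table had 21861 rows, nearly all of them protein-coding genes, and 98.2% of its symbols matched a mouse gene-name table of the GENCODE M21 release. Its last rows were d2EGFP and hGSTA4, which are not mouse genes and are read here as the vectors' transgenes from their names. Counts on genes with near-identical copies, such as the glutathione transferase families, depend on the unstated multi-mapping rule. Of the symbols, 24 occurred on more than 1 row (26 extra rows in all); each row was kept as deposited, and the row with the highest total kept the plain symbol.

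Columns were assigned to libraries by the library names in the labels, which number the AAV-GFP libraries 1, 3 and 4, whereas the sample titles number them 1, 2 and 3. Replicates are named here by the titles. No column was left without a sample. Whether equal numbers pair animals is not stated, so the comparison was made without a replicate block, and fits with a block for each numbering were run as alternatives. No pair of libraries agreed within sampling noise: the chi-square statistic per gene was at least 57.5 in every pair, over genes with a summed count of at least 20, so each library was counted as 1 replicate.

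Total counts ranged from 15329181 to 28998964 per library. The smallest detectable level, set at 3 counts, was 0.104 to 0.196 CPM, the count scaled to a common library total. Intervals on shares of a single library are Wilson intervals at the 95% level.

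The main test was edgeR's quasi-likelihood F-test (edgeR 4.0.16, R 4.3.3) on the deposited counts, with all 7 libraries, the group as the only factor, trimmed-mean (TMM) scaling, the default expression filter for the group, and robust dispersion estimation. Adjusted p-values are Benjamini-Hochberg values and the threshold was 0.05. Standard errors of log2 fold changes were obtained as the fold change divided by the square root of the F statistic. CPM values are TMM-scaled, except those of the Y-linked genes, Gsto1, Gm10800 and the olfactory and vomeronasal receptor genes, and where a share of the library total is named, which are relative to the library's total count. Log2 CPM used a prior count of 2. A panel of 13 gene sets (421 symbols) covering detoxification, RPE identity, neighbouring cell types, inflammation and respiration were fixed before the data were examined and tested with limma's competitive camera test (limma 3.58.1) at an inter-gene correlation of 0.01. Single measures were compared with an exact permutation test of the absolute difference of means over all 35 relabellings, which is two-sided and cannot give a p-value under 0.0286.

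The genes named were fixed by rule: Gsta4, and then, because fewer than 3 genes reached the adjusted threshold, the 3 smallest p-values in each direction among genes with a mean log2 CPM of at least 2 whose groups did not overlap. Genes of the fixed list that passed over the list alone would also have been named, but none did. The d2EGFP row, Cyp2f2, Gsto1, Gm10800, Clu, Csf1r and the marker lists for cone, inner retina, glia, lens, ocular surface epithelium and the Y chromosome were chosen after the data were first seen.

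Alternatives were the median-of-ratios scaling, library totals without scaling, no expression filter, a minimum of 10 counts in every library, a replicate block by either numbering, a rod score as covariate, each library left out in turn, DESeq2 1.42.0, limma-voom with quality weights, an estimated inter-gene correlation, the rotation test fry, and for shares a denominator without mitochondrially encoded genes and a set without its most abundant gene. Results for some single genes are not reported here. A covariate for Y-linked transcripts and a fit without the robust option were added after the data were seen.

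The gene test was tested on simulated counts drawn from the observed means, library sizes and dispersions. With no changed genes it called 0 of 14744 genes, and 4.34% had an unadjusted p-value under 0.05. It called 75.0% of 200 genes changed 4-fold, with 11 false calls among 14710 genes, and 98.5% of 200 genes changed 16-fold, with 8 false calls among 14735 genes. A set shifted by 1 on the log2 scale was recovered by camera at an adjusted p-value of 4.18e-31 with 0 of the other sets called. The simulated genes varied independently of each other, so the set test was not tested against correlated genes there.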

Results

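The data comprised 7 RNA-seq libraries of aged mouse RPE, 3 from eyes treated with AAV-GFP and 4 from eyes treated with AAV-GSTA4, all taken 12 weeks after treatment. GSTA4 is a glutathione transferase that conjugates reactive aldehydes such as those formed by lipid peroxidation, and the AAV-GFP libraries served as the vector control. The design addressed how expression of GSTA4 altered the transcriptome of the aged RPE. The AAV-GFP libraries held 21717065, 24724227 and 15329181 counts in replicates 1, 2 and 3. The AAV-GSTA4 libraries held 19699661, 23066810, 19615732 and 28998964 counts in replicates 1 to 4. Total counts did not differ between the groups beyond the spread of replicates (exact permutation test, two-sided, p = 0.571). Between 15916 and 17975 genes had at least 1 count in a library.

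Replicates varied widely. The biological coefficient of variation estimated by edgeR was 48.2%. AAV-GFP replicate 3 stood apart: its mean correlation of log2 CPM with the other libraries was 0.838, against 0.910 to 0.926 for each of the other 6. It alone had a strongly positive score (139, against -15.2 or lower for each other library) on the first principal component, which held 37.7% of the variance. Its TMM scaling factor was 1.36, whereas the other 6 factors lay between 0.868 and 1.05. The second principal component, with 20.6% of the variance, set AAV-GSTA4 replicates 1 and 3 apart, at -70.2 and -54.4. Each other library scored 1.39 or higher on that component. Replicates within the groups correlated at 0.827 to 0.949 for AAV-GFP and at 0.913 to 0.953 for AAV-GSTA4.

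The transgenes were examined first because they test the labels. The hGSTA4 row had 3, 1 and 1 counts in AAV-GFP replicates 1, 2 and 3, at or under the detection floor of 3 counts. In AAV-GSTA4 it had 4209, 5239, 45 and 1184 counts in replicates 1 to 4. These correspond to 222 CPM (95% Wilson interval 215 to 228), 251 CPM (245 to 258), 2.65 CPM (1.98 to 3.54) and 43.7 CPM (41.3 to 46.2). Every AAV-GSTA4 library therefore lay above every AAV-GFP library, but the replicates spanned a wide range, with a mean of 130 CPM ± 125 (SD, n = 4). Relative to the highest TMM-scaled floor of the AAV-GFP libraries, 0.144 CPM, the mean was at least 901-fold higher and the lowest library at least 18.4-fold higher. The log2 fold change in the edgeR fit was 10.67 ± 1.77 (SE), and at an adjusted p-value of 0.363 it did not pass the threshold in edgeR's quasi-likelihood test. The difference in log2 CPM gave p = 0.0571 in the exact permutation test. Among the alternatives, DESeq2 moved this result most, with an adjusted p-value of 2.13e-09, and over all alternatives the adjusted p-values ranged from there to 0.579.

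The d2EGFP row had 99, 3970 and 2361 counts in AAV-GFP replicates 1, 2 and 3, or 4.61, 153 and 113 CPM. In AAV-GSTA4 replicates 1 to 4 it had 163, 64, 7 and 26 counts, or 8.58, 3.07, 0.411 and 0.959 CPM. The groups overlapped, because the library labelled AAV-GFP replicate 1 had less d2EGFP than AAV-GSTA4 replicate 1. Their 95% Wilson intervals were 3.79 to 5.62 CPM and 7.36 to 10.0 CPM. The log2 fold change of AAV-GSTA4 against AAV-GFP was -4.80 ± 1.16 (SE), with an adjusted p-value of 0.363 in edgeR's test. In DESeq2 it was -4.78 and passed, with an adjusted p-value of 0.0299, and it passed in no other alternative. With the rod score as covariate it was -1.41, with an adjusted p-value of 0.834 in edgeR's test. The d2EGFP row thus did not by itself separate the libraries labelled AAV-GFP from those labelled AAV-GSTA4, whereas hGSTA4 did.

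**Figure D1:**
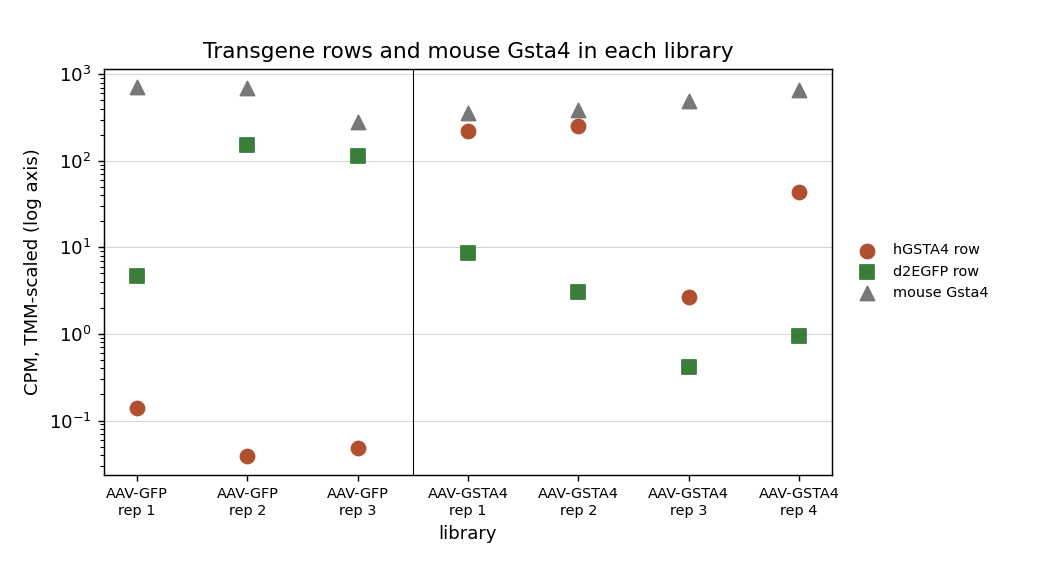
CPM (TMM-scaled, log axis) of the hGSTA4 row (circles), the d2EGFP row (squares) and mouse Gsta4 (triangles) in each of the 7 libraries. The hGSTA4 row lies at 0.140 CPM or lower in the AAV-GFP libraries and between 2.65 and 251 CPM in the AAV-GSTA4 libraries, while d2EGFP overlaps between the groups.

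The mouse gene Gsta4 was expressed in both groups, at 560 CPM ± 241 (SD, n = 3) in AAV-GFP and 473 CPM ± 138 (SD, n = 4) in AAV-GSTA4. Its log2 fold change was -0.25 ± 0.37 (SE) with an adjusted p-value of 0.819 in edgeR's test, and the exact permutation test on log2 CPM gave p = 0.657. The difference was smaller than the spread of the replicates.

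Across the transcriptome, 15075 genes were tested, and 0 reached an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest adjusted p-value was 0.363. At an unadjusted p-value under 0.05 there were 1794 genes, 795 higher and 999 lower in AAV-GSTA4, where 754 would arise from uniform p-values. The 2 groups did not overlap for 1816 genes, or 12.0% of those tested, where relabelling of 3 against 4 libraries gives 5.71% by chance. The count depended on the test: DESeq2 called 199 genes, 110 higher and 89 lower. All 199 had an unadjusted p-value under 0.05 and the same direction in the edgeR fit. With library totals in place of TMM, the median log2 fold change of all genes moved from -0.07 to -0.37. The shift differed in size between genes: Gsta4 moved from -0.25 to -0.48 and Sh2d1a from -1.18 to -1.51. Under that scaling 2400 genes had an unadjusted p-value under 0.05, of which 11.1% were higher in AAV-GSTA4, against 44.3% of the 1794 genes with TMM.

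Besides hGSTA4, the genes with the smallest p-values and no overlap between groups were Prdm16 and Slc12a4, which were higher, and A930003A15Rik, Gngt2 and Sh2d1a, which were lower. Each had an adjusted p-value of 0.363 in edgeR's test. In DESeq2 Prdm16, Slc12a4, A930003A15Rik, Gngt2 and Sh2d1a all passed, with adjusted p-values from 0.00527 to 0.00769. None of them passed in any other alternative, and in limma-voom each was at 0.0589. Prdm16 rose from 20.98 CPM ± 5.34 (SD, n = 3) to 50.2 CPM ± 7.31 (SD, n = 4), a log2 fold change of 1.26 ± 0.24 (SE). Slc12a4 rose from 59.9 CPM ± 5.74 (SD, n = 3) to 130 CPM ± 23.5 (SD, n = 4), a log2 fold change of 1.11 ± 0.22 (SE). A930003A15Rik was at 89.8 CPM ± 24.4 (SD, n = 3) and 36.6 CPM ± 7.70 (SD, n = 4), a log2 fold change of -1.30 ± 0.25 (SE). Gngt2, a transducin subunit of cone photoreceptors, was at 34.1 CPM ± 4.51 (SD, n = 3) and 15.8 CPM ± 1.84 (SD, n = 4), a log2 fold change of -1.11 ± 0.22 (SE). The share of counts on cone markers overlapped between the groups, at 0.0533% in AAV-GFP replicate 1 and 0.0566% in AAV-GSTA4 replicate 1 (exact permutation test over all libraries, p = 0.0571). The level of Gngt2 is therefore not read here as a measure of cone content. Sh2d1a was at 29.3 CPM ± 3.89 (SD, n = 3) and 12.9 CPM ± 1.92 (SD, n = 4), a log2 fold change of -1.18 ± 0.24 (SE). These genes were selected for small p-values and for separation of the groups, so their separation carries no further weight.

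Of the 421 genes fixed in advance, 391 were tested. The others had no row under that symbol in the deposited counts or did not pass the expression filter. Adjusted over this list alone, 0 passed the threshold in edgeR's test, and the smallest adjusted p-value was 0.178. Among the alternatives, DESeq2 moved this count most, to 21 genes. Adjusted over all genes, 0 passed. At an unadjusted p-value under 0.05 there were 68.

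The purity of the preparations was compared through the share of counts on marker genes. Rod photoreceptor genes took 2.09%, 3.64% and 7.36% of counts in AAV-GFP replicates 1 to 3 and 1.93%, 1.52%, 1.62% and 1.07% in AAV-GSTA4 replicates 1 to 4. Counting error was at most 0.013 percentage points on any of these shares to either side (95% Wilson interval). The means were 4.36% ± 2.71 (SD, n = 3) and 1.54% ± 0.356 (SD, n = 4). All AAV-GSTA4 libraries lay below all AAV-GFP libraries, and the exact permutation test gave p = 0.0286, the smallest value the design allows. Adjusted over the 2 planned share comparisons it was 0.0571. With mitochondrially encoded genes left out of the total, the difference moved from -2.83 to -2.92 percentage points with the same exact p-value. RPE identity genes took 7.29% ± 2.55 (SD, n = 3) of counts in AAV-GFP and 10.6% ± 2.16 (SD, n = 4) in AAV-GSTA4, a difference within the spread of replicates (exact permutation test, p = 0.143). Counts on Y-linked genes were high in the library labelled AAV-GFP replicate 1 and in AAV-GSTA4 replicates 3 and 4 and nearly absent from the other 4 libraries, so the rod share was also compared within these classes. Among the libraries with Y-linked counts it was 2.09% in the single AAV-GFP library and 1.07% to 1.62% in the 2 AAV-GSTA4 libraries. Among the others it was 3.64% to 7.36% in 2 AAV-GFP libraries and 1.52% to 1.93% in 2 AAV-GSTA4 libraries.

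**Figure D2:**
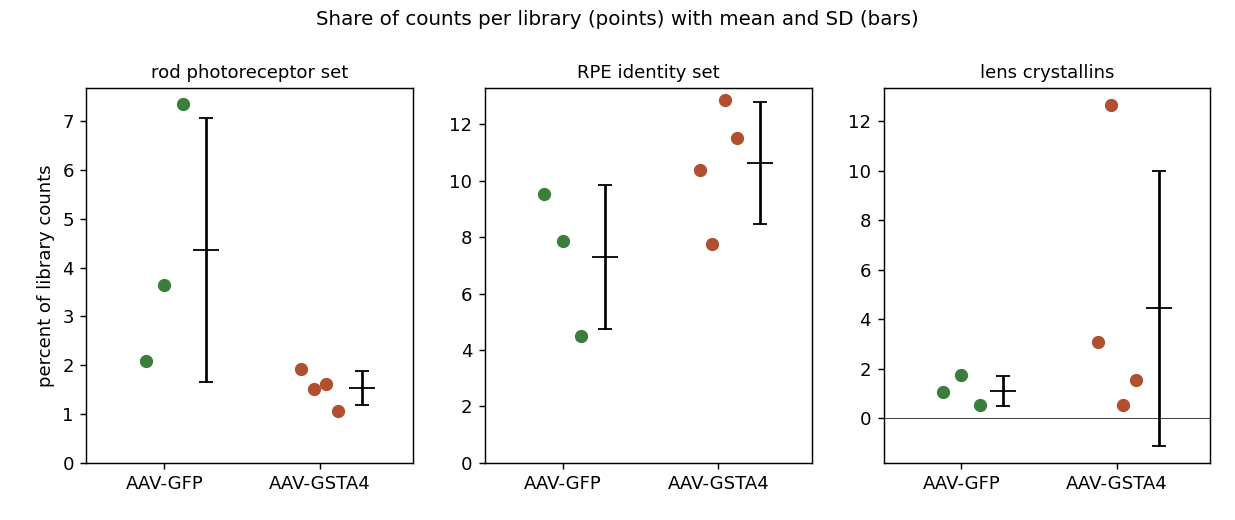
Percent of each library's counts on the rod photoreceptor set, the RPE identity set and the lens crystallins, with 1 point per library and the group mean ± SD beside it. Rod shares of the AAV-GSTA4 libraries (1.07% to 1.93%) lie below those of the AAV-GFP libraries (2.09% to 7.36%), RPE shares overlap, and 1 AAV-GSTA4 library has 12.6% of its counts on lens crystallins.

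In all, 3 of the 13 gene sets passed an adjusted p-value of 0.05 in limma's camera test. The rod photoreceptor set was lower in AAV-GSTA4, with a median log2 fold change of -1.16, 32 of its 33 genes lower, and an adjusted p-value of 2.68e-21. The RPE identity set was higher, with a median log2 fold change of 0.61, 28 of 36 genes higher, and an adjusted p-value of 9.07e-08. The set of NRF2 target genes, which encode inducible oxidative stress enzymes, had a median log2 fold change of 0.28 with TMM scaling and -0.01 with library totals, where the median of all genes was itself -0.37. With TMM scaling 16 of its 25 genes were higher, and its adjusted p-value was 0.0106. Its share of counts did not rise, at 0.822% ± 0.167 (SD, n = 3) in AAV-GFP and 0.811% ± 0.0842 (SD, n = 4) in AAV-GSTA4 (exact permutation test, p = 0.914). Relative to the median of all genes, the RPE and NRF2 sets were higher by 0.68 and 0.35 with TMM scaling and by 0.75 and 0.37 with library totals. These calls rested on the assumed correlation between genes: 0 sets passed when the correlation was estimated from the data, with an adjusted p-value of 0.761 for each of the 3, and 0 passed in the rotation test. Without AAV-GFP replicate 3 the NRF2 set did not pass, with an adjusted p-value of 0.368 in camera. The estimated inter-gene correlation was 0.767 in the rod set, 0.460 in the RPE set and 0.211 in the NRF2 set, against 0.01 in the main test.

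The other 10 sets did not pass. The macrophage and microglia set came closest, with 23 of 24 genes lower, a median log2 fold change of -0.39 and an adjusted p-value of 0.0536 in camera. The complement set, the mitochondrially encoded genes and the senescence set each had an adjusted p-value of 0.0639. Glutathione transferases other than Gsta4, antioxidant enzymes and aldehyde detoxification enzymes had adjusted p-values of 0.167, 0.253 and 0.604 and median log2 fold changes of 0.11, 0.08 and 0.03, which became -0.10, -0.19 and -0.12 with library totals. Relative to the median of all genes they were 0.18, 0.15 and 0.10 with TMM scaling and 0.27, 0.18 and 0.25 with library totals. The glutathione transferase share of counts went the other way. It was 0.416% ± 0.0544 (SD, n = 3) in AAV-GFP and 0.250% ± 0.111 (SD, n = 4) in AAV-GSTA4 (exact permutation test, p = 0.114).

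**Figure D3:**
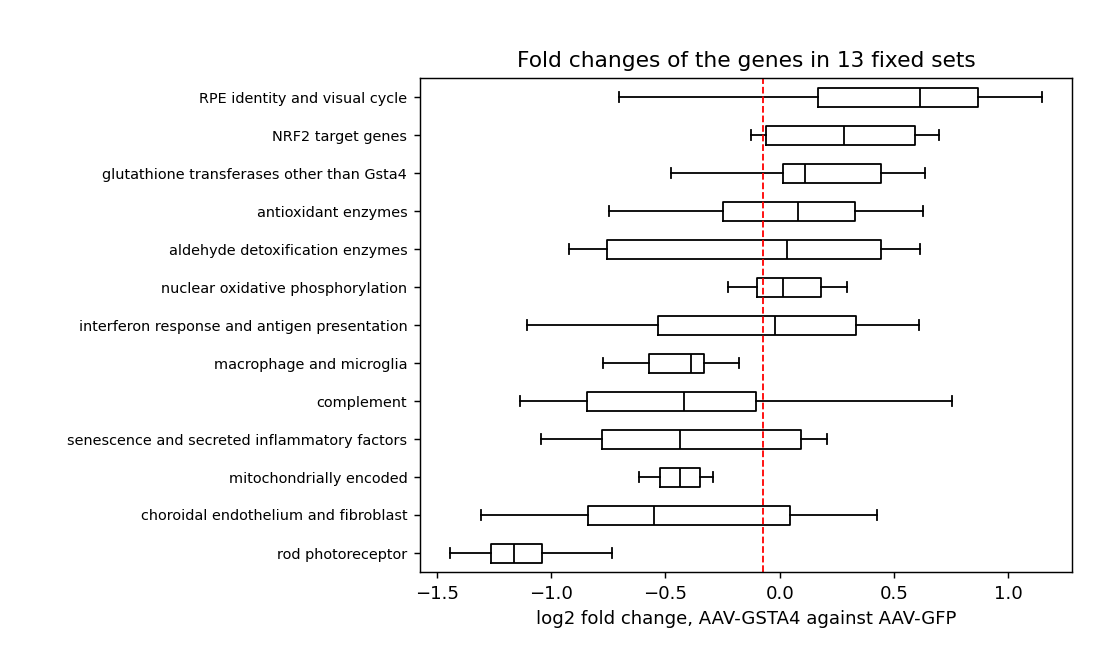
Log2 fold changes (AAV-GSTA4 against AAV-GFP, TMM scaling) of the tested genes in each of the 13 sets; boxes span the quartiles with the median, whiskers the 5th to 95th percentiles, and the dashed line marks the median of all genes (-0.07). The rod photoreceptor set has the lowest median (-1.16) and the RPE identity set the highest (0.61).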

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

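The marker lists used here were drawn up after the libraries were first looked at, and the tests on exchanged reads and on the label of the first AAV-GFP replicate were chosen only after those values were seen; the correlation tests were stated before their results.

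The d2EGFP row carried signal in every AAV-GSTA4 library, above the floor of 3 counts, reaching 8.58 CPM in replicate 1. Even exchange of reads between libraries during sequencing was tested by comparing both directions. The 260 d2EGFP counts in AAV-GSTA4 were 4.04% of the 6430 counts in AAV-GFP, while the 5 hGSTA4 counts in AAV-GFP were 0.0468% of the 10677 counts in AAV-GSTA4. The ratio of these shares was 86.4, so even exchange does not account for the d2EGFP signal. Uneven carry-over, or a GFP vector given to these eyes as well, may remain, and neither was tested. The low d2EGFP level in the library labelled AAV-GFP replicate 1 was checked against a swapped label: its hGSTA4 level was 0.140 CPM, under the lowest AAV-GSTA4 library at 2.65 CPM, so a swap with an AAV-GSTA4 library was not borne out.

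Lens crystallins took 12.6% of the counts of AAV-GSTA4 replicate 2. In the other AAV-GSTA4 libraries they took 3.08%, 0.533% and 1.53%, and in AAV-GFP 1.04%, 1.75% and 0.528%. Lens fibre genes that are not crystallins also set this library apart from the other 3 of its group, with a gap of 0.953 of the group's range. That was 1 of 30 results examined for an isolated library, where chance gives about 5% of them. Crystallins can be made by the RPE itself, so carry-over of lens tissue was tested by whether the other lens fibre genes followed the crystallins over the 7 libraries. They did, with Pearson r = 0.987 (permutation p = 0.000397, adjusted 0.00159) and Spearman rho = 0.964 (exact permutation p = 0.00278, adjusted 0.00556 over 4 relations), and r was 0.987 without the 2 most extreme libraries. Groups of 3 and 4 libraries are too small for the relation to be recomputed within them. Lens tissue in the preparation is therefore a candidate explanation that remains, and the difference in crystallin share between the groups was within the spread of replicates (exact permutation p = 0.457).

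Y-linked genes (Ddx3y, Uty, Kdm5d and Eif2s3y) reached 459 CPM of the library total in the library labelled AAV-GFP replicate 1, 353 CPM in AAV-GSTA4 replicate 3 and 287 CPM in AAV-GSTA4 replicate 4. They were at 2.56 CPM or lower in the other 4 libraries. A candidate explanation is that tissue of both sexes was used, with 1 of 3 and 2 of 4 libraries from males; the labels do not state sex. With a Y-linked covariate in the model, chosen after seeing the data, 0 genes passed the adjusted threshold in edgeR's test, 1483 had an unadjusted p-value under 0.05, and 7 sets passed. No other biological explanation was tested.

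Gm10800, a predicted gene listed in the table, reached 264 CPM of the library total in AAV-GFP replicate 3. It was at 13.3, 35.9, 33.8 and 26.1 CPM in AAV-GSTA4 replicates 1 to 4 and at 1.013 and 0.324 CPM in AAV-GFP replicates 1 and 2. Genomic DNA in the libraries was tested through 1490 olfactory and vomeronasal receptor genes, taken here as not expressed in the eye. Their summed counts followed Gm10800 over the 7 libraries, with Pearson r = 0.998 (permutation p = 0.00179, adjusted 0.00358) and Spearman rho = 0.964 (exact permutation p = 0.00278, adjusted 0.00556). Without the 2 most extreme libraries r was 0.899. AAV-GFP replicate 3 had counts on 582 of these receptor genes and 826 CPM on all of them, against 49 to 460 genes and 28.8 to 117 CPM in the other libraries. Genomic DNA is a candidate explanation for the distance of this library from the others, and for the higher TMM factor. The relation was not recomputed within groups, which are too small, and a biological explanation was not tested.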

How the results depend on the processing

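The alternatives were chosen before the data were examined, except the Y-linked covariate and the fit without the robust option, which were chosen after seeing the data.

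The count of genes past the adjusted threshold was 0 with both other scalings, both other filters, limma-voom, the Y-linked covariate and the fit without the robust option. It was 199 with DESeq2, and the cause of this difference was not tested. In the simulated data edgeR called most independent genes changed 4-fold or 16-fold. Smaller changes, such as those of Prdm16 and Gngt2, were not simulated, and in the real data hGSTA4 did not pass in edgeR's main test. A lack of power in edgeR is therefore not excluded. The count was 1 with the rod score covariate (Cyp2f2, lower, a log2 fold change of -3.90 at an adjusted p-value of 0.0039). Across the 7 fits that each left out 1 library it was from 0 to 1 (hGSTA4, without AAV-GSTA4 replicate 3). At an unadjusted p-value under 0.05 there were from 849 to 3293 genes across all alternatives except those fits, and from 1032 to 1987 across them. Over the fixed list alone the count was 0 in the main test, 21 with DESeq2, 15 with limma-voom, 3 with library totals, 2 with the rod score covariate, and from 0 to 1 when single libraries were left out.

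With the title replicate number as a replicate block, 1 gene passed, hGSTA4, at a log2 fold change of 10.84 and an adjusted p-value of 0.00827 in edgeR's test; with the library number as block it was again 1 gene, hGSTA4, at 9.76 and 0.0496. Same-numbered libraries did not deviate together: the mean correlation of their deviations from the group means was -0.0266 for the title numbers and -0.0673 for the library numbers, so the numbers gave no sign of pairing. By library number, the presence of Y-linked counts differed within every same-numbered pair. By title number it differed for replicates 1 and 3, while both replicates 2 had nearly none. This argues against equal numbers marking eyes of the same animal, apart from title number 2. It does not bear on other kinds of pairing. DESeq2 also called hGSTA4, at 10.78. Over the settings other than leaving out a library its log2 fold change ranged from 8.73 to 11.75. It ranged from 10.15 to 11.39 when single libraries were left out, with adjusted p-values from 0.0173 to 0.579, and it had no value under the filter of 10 counts in every library. The Gsta4 log2 fold change was negative in each of these fits, between -1.12 and -0.03, and its adjusted p-value was 0.415 or higher.

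In the main test 3 gene sets passed. The number was 5 with library totals, 5 with the filter of 10 counts in every library, 6 with the title-number replicate block, 3 with the library-number block, 9 with the rod score covariate, 7 with the Y-linked covariate, and 0 with both the estimated inter-gene correlation and the rotation test. It ranged from 3 to 8 when single libraries were left out. With the rod score covariate, all 9 sets were lower in AAV-GSTA4. A group of 5 sets that did not pass in the main test changed direction there: glutathione transferases (adjusted p-value 0.00889), antioxidant enzymes (0.0142), aldehyde detoxification enzymes (0.0305), interferon response (6.77e-05) and nuclear oxidative phosphorylation (1.06e-07). The rod set lost its call (0.684), which the covariate fixes in advance. Without AAV-GFP replicate 3 all 5 were lower as well, and the last 2 passed (0.0148 and 0.000511). Nuclear oxidative phosphorylation passed in the opposite direction, higher, without AAV-GFP replicate 1 (0.00145), AAV-GFP replicate 2 (0.000751) or AAV-GSTA4 replicate 1 (0.019), and the antioxidant enzymes passed as higher without AAV-GFP replicate 2 (0.0192). Over the 7 fits that left out one library the adjusted p-values reached 0.974 for the interferon set and 0.507 for the nuclear oxidative phosphorylation set. The rod score separates the groups, so this covariate and the group cannot be told apart well. The rod, RPE and NRF2 sets passed in the main direction in 15, 15 and 14 of 18 alternatives each. Among sets that did not pass in the main test, the macrophage set passed as lower in 9 of 18 alternatives. The senescence, complement and mitochondrially encoded sets passed as lower in 6, 5 and 5, so their lack of a call depended on the settings. The NRF2 set lost its call without AAV-GFP replicate 3 (0.368), where the complement (0.000521), macrophage (3.73e-07), mitochondrially encoded (8.24e-10) and senescence (0.000185) sets passed as lower.

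The rod and RPE shares kept their direction in each alternative reported for them, and the differences ranged from -3.97 to -1.33 and from 1.65 to 4.46 percentage points. Their exact p-values stayed at 0.0286 and between 0.143 and 0.2; fits with one library left out are too small to pass 0.05. Among single genes, single sets and the unadjusted and list counts, 35 values became significant in the main direction and 9 lost significance without changing direction. A further 8 changed direction where the main fit or the alternative passed the threshold, and 9 counts moved by more than 1.5 times. These totals include values given above.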

Other observations

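The tests on Mueller glia markers, Y-linked transcripts and epithelial markers below were chosen only after the result was seen; the others were stated before their results.

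The lower rod share in AAV-GSTA4 has technical and biological candidate explanations. Retinal carry-over was tested with markers of bipolar, amacrine, horizontal and ganglion cells, whose transcripts uptake of photoreceptor outer segments cannot supply. Their share followed the rod share over the 7 libraries, with Pearson r = 0.854 (exact permutation p = 0.0431, adjusted 0.0458) and Spearman rho = 0.857 (exact permutation p = 0.0238, adjusted 0.0317 over 4 relations), and r was 0.800 without the 2 most extreme libraries. Groups of 3 and 4 libraries are too small for the relation to be recomputed within them, and the rod share itself separates the groups. The relation is in line with a varying amount of neural retina in the preparations. Between the groups, however, the inner retinal shares overlapped, at 0.116% ± 0.0573 (SD, n = 3) in AAV-GFP and 0.0576% ± 0.0284 (SD, n = 4) in AAV-GSTA4 (exact permutation p = 0.0857). Mueller glia shares overlapped as well. Over the 7 libraries they had Pearson r = 0.844 with the rod share (exact permutation p = 0.0458, adjusted 0.0458) and Spearman rho = 0.536 (exact permutation p = 0.236, adjusted 0.236). Without the 2 most extreme libraries r was 0.109, so this relation rests on those libraries and does not settle the question. These markers took 0.243% ± 0.0546 (SD, n = 3) of counts in AAV-GFP and 0.211% ± 0.0282 (SD, n = 4) in AAV-GSTA4 (exact permutation p = 0.343). They were higher in AAV-GSTA4 replicate 2 (0.247%) than in AAV-GFP replicates 1 and 2 (0.205% and 0.219%). Without AAV-GFP replicate 3 the difference in rod share fell in size from -2.83 to -1.33 percentage points. The camera adjusted p-value was then 4.60e-11, but 25 of the 35 splits of the libraries gave a rod set p-value under 0.05, so this cannot exclude that the single library accounts for much of the difference. With the 50 most abundant other genes left out of the total, the difference was -3.21 in place of -2.83 percentage points, so a few abundant genes taking counts did not produce it; the exact p-value was 0.0286, again the smallest the design allows. Correlation between genes bears on the camera p-value, which was 0.761 after adjustment with the correlation estimated, and not on the exact test of the share. Of the 35 splits of the 7 libraries into 3 and 4, 4 gave a rod set p-value as small in camera. Of the 8 splits that part all 3 same-numbered pairs, 2 did, and 8 splits cannot give a share under 0.05; the remaining splits leave at least 1 such pair together. An effect of GSTA4 on photoreceptors or on their adhesion to the RPE cannot be told apart from carry-over with these data.

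The RPE and NRF2 sets may mirror the same difference in purity, since a smaller retinal fraction leaves a larger RPE fraction. With the rod score as a covariate their camera adjusted p-values were 0.822 and 0.857. As the rod score separates the groups, a true effect of GSTA4 would be removed as well. Splits as extreme as the real one numbered 4 of 35 for the RPE set and 8 of 35 for the NRF2 set. At least as many sets as in the real comparison, 3, passed in 33 of the 35 splits, and in 8 of the 8 that part the same-numbered pairs. In camera at a fixed correlation of 0.01, each of the 35 splits gave at least 1 set and as many as 12, so a count of sets past this threshold carries little information here.

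The excess of genes at an unadjusted p-value under 0.05 came out differently. Only 1 of the 35 splits, the real one, gave 1794 or more such genes; the median over the splits was 539. It was also 1 of the 8 splits that part the same-numbered pairs. The size of the excess depended on the model. With a replicate block there were 849 such genes by the title numbers and 1148 by the library numbers, where uniform p-values would give 754. With single libraries left out there were from 1032 to 1987. The lowest counts came without AAV-GSTA4 replicate 3 (1032) and replicate 4 (1253), the libraries of that group with the least hGSTA4 (2.65 and 43.7 CPM). Without AAV-GSTA4 replicates 1 and 2, which had the most, 1737 and 1683 such genes remained. Without single AAV-GFP libraries there were from 1633 to 1987. The excess therefore did not depend most on the libraries with the most transgene. The counts over the splits come from fits without a block, so they do not bear on the excess under a block. GC content (Spearman rho with log2 fold change of 0.0194 across genes) and transcript length (-0.0374) had little relation to the fold changes, with values for 99.9% of the genes; genes are not independent replicates. The median GC content was 51.3% for the genes that were higher at an unadjusted p-value under 0.05, 48.6% for those that were lower and 49.7% for all genes. The median transcript length was 3804 bases for the higher, 3648 for the lower and 3413 for all genes, so genes in both directions were longer than the rest. The median GC content of the higher and lower genes lay on opposite sides of that of all genes. The correlations therefore cannot exclude that GC content or length contributes to the excess. With the rod score as covariate 1451 genes had an unadjusted p-value under 0.05. Simulated independent genes without change, fitted without that covariate, gave a share that corresponds to 654 genes, but a split of the libraries other than the real one gave 1645. Whether rod carry-over explains the excess is therefore left open, and a difference in preparation between the groups may underlie it. For the 199 genes called by DESeq2, 4 of the 35 splits gave as many, with up to 291 genes in a split that was not the real one, and 1 of the 8 splits that part the same-numbered pairs did.

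The level of each vector's own transgene was lowest in the libraries with Y-linked transcripts. As a share of library totals, d2EGFP was at 4.56 CPM in the library labelled AAV-GFP replicate 1, which had Y-linked counts, and at 161 and 154 CPM in replicates 2 and 3, which did not. hGSTA4 was at 2.29 and 40.8 CPM in AAV-GSTA4 replicates 3 and 4, which had Y-linked counts, and at 214 and 227 CPM in replicates 1 and 2. Of the 18 ways to place 1 such library in AAV-GFP and 2 in AAV-GSTA4, 1 puts them lowest in both groups (exact p = 0.0556, the smallest this arrangement allows). Unlike the other exact tests, this one counted a single direction, which was taken from the same data, so its p-value is too small for a two-sided reading. A chance arrangement within groups cannot be excluded at that number. Sex, or an injection or housing batch that followed sex, might lower transduction or transgene expression; neither is given in the labels. The spread of transgene level within each group was not removed from the comparisons of the groups.

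Glutathione transferases other than Gsta4 took 0.167% and 0.156% of counts in AAV-GSTA4 replicates 1 and 3 and 0.283% to 0.450% in the other 5 libraries. Gsto1 accounted for most of that, at 335 and 181 CPM of the library total in these 2 libraries and 1022 to 2494 CPM in the others. Without Gsto1 the shares were 0.133% and 0.138%, against 0.117% to 0.211%. Corneal and conjunctival epithelial markers had the same pattern, at 0.00576% and 0.00659% in these 2 libraries and 0.0525% to 0.0996% in the others, a ratio of at least 7.98 between the nearest libraries. Ocular surface tissue in some preparations may therefore supply part of the Gsto1 signal. AAV-GSTA4 replicates 2 and 4 had nearly equal epithelial shares (0.0525% and 0.0528%) but Gsto1 at 1022 and 2067 CPM, so these markers do not account for all of it. No biological explanation was tested.

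The complement set moved in both directions depending on the measure. As a share of counts it was 0.7005% ± 0.0937 (SD, n = 3) in AAV-GFP and 1.00% ± 0.140 (SD, n = 4) in AAV-GSTA4 (exact permutation p = 0.0286, adjusted 0.286 over 20 set shares), while the median log2 fold change of its genes was -0.42 and 16 of 21 were lower. The abundant gene Clu, chosen after its values were seen, was higher, with a log2 fold change of 0.97 ± 0.34 (SE) and an adjusted p-value of 0.373 in edgeR's test.

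In the macrophage set, Csf1r, chosen after its values were seen, was the 1 gene that was higher, with a log2 fold change of 1.11 ± 0.34 (SE) and an adjusted p-value of 0.363 in edgeR's test, against 23 genes that were lower.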
